# Genomic responses in rat cerebral cortex after traumatic brain injury

**DOI:** 10.1186/1471-2202-6-69

**Published:** 2005-11-30

**Authors:** Christina von Gertten, Amilcar Flores Morales, Staffan Holmin, Tiit Mathiesen, Ann-Christin Sandberg Nordqvist

## Abstract

**Background:**

Traumatic brain injury (TBI) initiates a complex sequence of destructive and neuroprotective cellular responses. The initial mechanical injury is followed by an extended time period of secondary brain damage. Due to the complicated pathological picture a better understanding of the molecular events occurring during this secondary phase of injury is needed. This study was aimed at analysing gene expression patterns following cerebral cortical contusion in rat using high throughput microarray technology with the goal of identifying genes involved in an early and in a more delayed phase of trauma, as genomic responses behind secondary mechanisms likely are time-dependent.

**Results:**

Among the upregulated genes 1 day post injury, were transcription factors and genes involved in metabolism, e.g. STAT-3, C/EBP-δ and cytochrome p450. At 4 days post injury we observed increased gene expression of inflammatory factors, proteases and their inhibitors, like cathepsins, α-2-macroglobulin and C1q. Notably, genes with biological function clustered to immune response were significantly upregulated 4 days after injury, which was not found following 1 day. Osteopontin and one of its receptors, CD-44, were both upregulated showing a local mRNA- and immunoreactivity pattern in and around the injury site. Fewer genes had decreased expression both 1 and 4 days post injury and included genes implicated in transport, metabolism, signalling, and extra cellular matrix formation, e.g. vitronectin, neuroserpin and angiotensinogen.

**Conclusion:**

The different patterns of gene expression, with little overlap in genes, 1 and 4 days post injury showed time dependence in genomic responses to trauma. An early induction of factors involved in transcription could lead to the later inflammatory response with strongly upregulated CD-44 and osteopontin expression. An increased knowledge of genes regulating the pathological mechanisms in trauma will help to find future treatment targets. Since trauma is a risk factor for development of neurodegenerative disease, this knowledge may also reduce late negative effects.

## Background

Traumatic brain injury (TBI) is a complex disorder, often with a severe or deadly outcome. The primary phase with tissue disruption initiates secondary injury processes in a delayed phase causing pathophysiological changes in the brain. As a consequence of the initial mechanical impact to the head, cerebral metabolism, blood flow and ion homeostasis are altered for a period of hours to days and even months [1]. During the secondary injury high levels of glutamate, Ca^2+ ^and lactate are released, and cytokines are produced, leading to an inflammatory response, which all contribute to further tissue damage [2]. Beside the destructive processes, endogenous neuroprotective events in repair and regeneration also occur [3]. However, harmful processes dominate and eventually lead to tissue loss due to cell death. A challenge lies in understanding the molecular mechanisms behind the pathological processes, and the complex interplay between the different genes and their pathways operating after TBI. Despite a growing literature and extensive research on TBI, current clinical treatments are insufficient to support the repair processes and obstruct secondary injuries why preventive measures might be the most efficient way to improve outcomes.

The disrupted homeostasis in energy and oxygen supply leads to activation of several systems. Transcription, growth, plasticity, differentiation, signalling, inflammation, and cell death genes are affected in different trauma models. The injury alters mRNA and/ or protein levels for e.g. growth factors like NGF, BDNF, and the IGF system [4,5], apoptotic and anti-apoptotic factors like caspases, bax and bcl-2 [6,7], immediate early genes such as c-fos, c-jun and JunB [8], inflammatory markers like interleukines [9] and heat shock proteins [10].

The microarray technique gives an opportunity to simultaneously look at gene expression changes in a large number of genes. It is thus a means to cope with multiple processes, which may well be a prerequisite to handle the complexity of TBI. Trauma reports in mice and rat have mainly focused on early time points around 2 – 72 hours after trauma [11-17]. Later time-points after TBI have not been studied in the rat, although late changes in mice show similarities to those induced by ischaemia in rats [18]. Genes operating at later time-points may well be linked to the continuous brain tissue damage and secondary injuries, which develops after impact. As molecular responses to trauma are time-dependent, we have compared RNA expression after TBI in individual rats 1 and 4 days post injury (dpi). We used the weight-drop technique to produce a cerebral cortical contusion (CCC) [19], which mimics the clinical situation of focal contusion in patients. Alterations in RNA levels in the injured cortex were compared to the uninjured cortex and analysed with a cDNA microarray containing 6200 probes. We found more affected genes 1 dpi than 4 dpi with little overlap existing between the two time points. Significant differences between 1 and 4 dpi were seen in groups of upregulated genes involved in e.g. transcription, metabolism and cell proliferation. Genes involved in proteolysis and immune responses were significantly overrepresented in the delayed phase, which probably are important in secondary injuries.

## Results

### cDNA microarray

A cDNA microarray containing 6200 gene probes was used to study changes in gene expression induced by CCC in the ipsilateral cortex (including site of injury) in comparison to the contralateral uninjured cortex. 

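RNA from 7 rats was hybridised, 1 array per animal, with 3 animals at 1 dpi and 4 animals at 4 dpi. Each array set the ipsilateral cortex of an animal against the contralateral cortex of the same animal in 2 colours. Ipsilateral RNA carried Cy5 on 2 arrays and Cy3 on 1 array at 1 dpi, and each dye on 2 arrays at 4 dpi. The authors subtracted the local background, left out spots that were absent or less than 2 times above background, normalised each array by Lowess and deposited 1 log2 ratio of injured to uninjured cortex per feature and array. Spot intensities were not analysed here, so the number of features with a value stands for the signal over background of an array. Of the 6240 features, 3993, 5208 and 5041 had a value on the 3 arrays of 1 dpi, and 4133, 5082, 2332 and 3270 on the 4 arrays of 4 dpi. The median absolute deviation of the log2 ratios lay between 0.24 and 0.36 per array. From these ratios, the mean of each feature was tested against 0 at each time point with limma and Benjamini-Hochberg adjustment, which gives every adjusted p at a single time point. The test covered the 4952 features with a value on at least 2 of the 3 arrays of 1 dpi and the 3191 features with a value on at least 3 of the 4 arrays of 4 dpi. A feature was called regulated at an adjusted p of 0.02 or less and a mean log2 ratio beyond 0.7 in either direction. The methods give these limits for SAM, and also state that the log2 limit was used on each array. That reading is the alternative of 0.7 on every array. The features are cDNA clones, and several clones can stand for 1 gene. Gene names were taken from Additional files 1 and 2 by clone ID. Of the 253 listed clones 238 were used. For 8 others the values under the ID differed from the listed fold changes by more than 0.2 on the log2 scale, a limit set after the values had been seen. A further 2 shared an ID, 4 IDs were not matched and 1 clone had no value. With so few arrays, their number limits the precision of every mean.

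**Figure D1:**
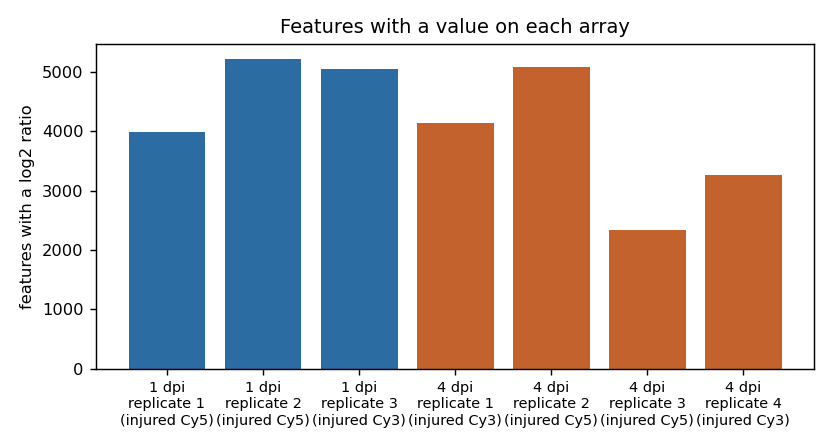
Number of features with a log2 ratio on each array (bars), at 1 dpi (blue) and 4 dpi (orange), with the dye of the injured side. The number was lowest on replicate 3 of 4 dpi, with 2332 features, and highest on replicate 2 of 1 dpi, with 5208.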

At 1 dpi, the expression of 150 genes was significantly increased [see Additional file 1] while 61 genes were downregulated [see Additional file 2]. In contrast, 4 dpi displayed 56 upregulated genes [see Additional file 1], while 7 were downregulated [see Additional file 2]. 

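In the log2 ratios of 1 dpi, 193 features were called upregulated and 75 downregulated. With the same adjusted p and no limit on the mean log2 ratio, 419 features passed. SAM, the test of the methods, called 195 and 76 features when it was run on the same ratios. When a log2 ratio beyond 0.7 was required on every array with a value, the counts were 112 and 26. Leaving out replicate 2 gave 121 upregulated features. Among the 10 upregulated features with the largest mean log2 ratio, the clone listed as 3'(2') 5'-bisphosphate nucleotidase (RNABI21) had 3.02 ± 0.54 (SD, n = 2 arrays, adjusted p = 2.04e-05) and syndecan 1 (RGIAE40) 2.99 ± 0.44 (SD, n = 3, adjusted p = 5.44e-06). Heparin binding epidermal growth factor-like growth factor (RNABX10) reached 2.77 ± 0.07 (SD, n = 2, adjusted p = 7.59e-06). On the downregulated side, the largest mean was that of putative N-acetyltransferase CML3 (RGIAV89), at -2.24 ± 0.24 (SD, n = 3, adjusted p = 5.44e-06). Annexin A7 (RNABA70) had -1.39 ± 0.49 (SD, n = 3, adjusted p = 0.000531) and albumin (RGIAJ87) -1.23 ± 0.36 (SD, n = 3, adjusted p = 0.000464).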

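At 4 dpi, 84 features were called upregulated and 12 downregulated among the 3191 tested. Without a limit on the mean log2 ratio 218 features passed the adjusted p. SAM gave 87 and 13 calls. The requirement of 0.7 on every array left 35 upregulated features and 1 downregulated feature. The clone of the bisphosphate nucleotidase had the largest value of 4 dpi, with a mean log2 ratio of 6.56 ± 0.46 (SD, n = 3 arrays, adjusted p = 3.58e-07). Osteoactivin (RGIAR28) reached 3.34 ± 0.63 (SD, n = 4, adjusted p = 3.14e-05) and the orexin precursor (RNABU29) 2.94 ± 0.94 (SD, n = 4, adjusted p = 0.000317). A clone similar to fibulin 2 (RGIAN11) had 1.80 ± 0.26 (SD, n = 3, adjusted p = 0.00013). Of the 84 upregulated features, 82 lay above 0 on every array of 4 dpi with a value.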

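The comparison of the time points rests on the 3188 features tested at both. Of these, 93 were called upregulated at 1 dpi and 84 at 4 dpi, and 35 were called at both, where chance would give 2.45 (Fisher's exact test, one-sided, p = 3.06e-34). The test takes features as independent, which they are not, so its p does not measure the spread between animals. Among the same features 52 were called downregulated at 1 dpi and 12 at 4 dpi. Only cpg2 (RNABY86) was called downregulated at both, with mean log2 ratios of -0.75 ± 0.10 (SD, n = 3) and -0.76 ± 0.38 (SD, n = 4), against 0.196 features by chance (one-sided exact p = 0.179). It lost the call of 1 dpi without replicate 2 (mean -0.71) and that of 4 dpi without replicate 3 (-0.60) or replicate 4 (-0.74). Of the calls of 1 dpi, 100 upregulated and 23 downregulated features had too few values to be tested at 4 dpi and could not enter the overlap. No feature was called in opposite directions by limma or by SAM, and 0 had means beyond 0.7 in opposite directions with an unadjusted p under 0.05 at both times. A call at 1 time point alone is not a tested difference. Of the 58 features called upregulated at 1 dpi alone, 24 differed between the time points in the joint limma fit of all 7 arrays (adjusted p of 0.05 or less), and 53 kept a positive mean at 4 dpi. Of the 49 called upregulated at 4 dpi alone, 24 differed and 35 were positive at 1 dpi. Across features, the means of the time points had a Pearson correlation of 0.56 and a Spearman correlation of 0.44, and features are not independent replicates. The number upregulated at both times was 13 when 0.7 was required on every array and 60 without a limit on the mean.

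**Figure D2:**
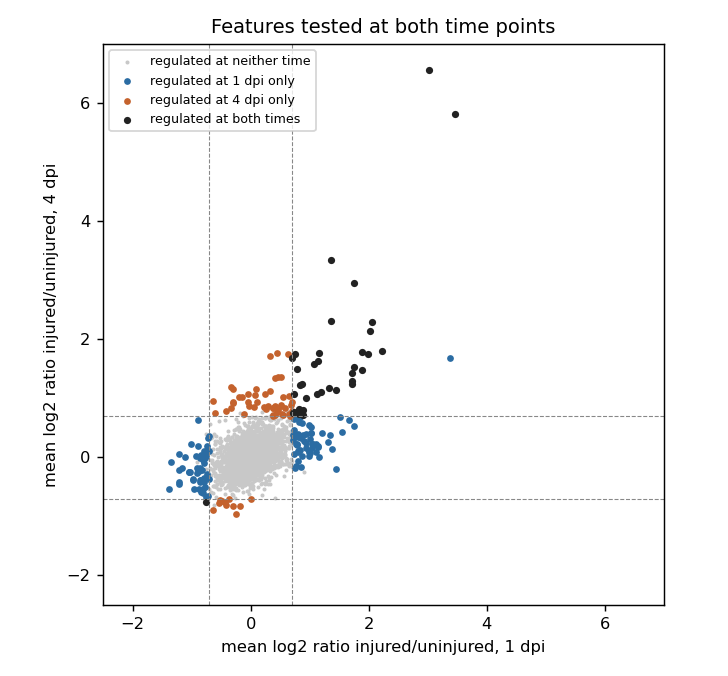
Mean log2 ratio of injured to uninjured cortex at 1 dpi (x axis) and 4 dpi (y axis) for the 3188 features tested at both time points. Colours mark the time points at which a feature was called, and dashed lines the limits of 0.7 in both directions; the 35 features upregulated at both times lie in the upper right field.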

Only 20 genes were upregulated both 1 and 4 dpi, while none of the downregulated genes were in common for the two time points (Fig. 1).

The genes were grouped in functional categories using the functional classification proposed by the Gene Ontology Consortia, to allow for analysis of the response 1 and 4 dpi. A comparison of frequency distribution between gene ontology (GO) categories related to biological function, between the whole set of expressed genes and upregulated genes (Fig. 2), showed that both 1 and 4 dpi displayed a significant overrepresentation (p < 0.05) of upregulated genes in the categories 'cell differentiation' (GO:0030154), 'cellular defence response' (GO:0006968) and 'response to stimuli' (GO:0050896). Additionally at 1 dpi, 'cell growth' (GO:0016049), 'transport' (GO:0006810), 'development' (GO:0007275), 'cell death' (GO:0008219) and 'regulation of cell cycle' (GO:0000074) showed significant upregulation. Four days post injury, significant upregulation of 'immune response' (GO:0006955) and 'proteolysis and peptidolysis' (GO:0006508) were observed. 

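GO categories were not analysed here. The manual groups of Additional file 1 hold the listed clones, which were chosen on these same arrays. Of the clones in the group 'Immune system', 10 of 15 tested were called upregulated at 1 dpi and 6 of 9 at 4 dpi. In 'Proteases and inhibitors', 7 of 11 were called at 1 dpi and 6 of 9 at 4 dpi. Over the 9 clones of each group tested at both times, the mean log2 ratio per array in 'Immune system' was 0.64 ± 0.04 (SD, n = 3 arrays) at 1 dpi and 1.02 ± 0.39 (SD, n = 4) at 4 dpi. The difference was not past an exact p of 0.05 (exact permutation test, two-sided, p = 0.143). Of the 9 clones, 6 differed between the time points in the joint fit, not all in the direction of the group mean. Natural resistance-associated macrophage protein 2 (RNACD17) was lower at 4 dpi (difference of -0.73, adjusted p = 0.0364). So was nerve growth factor inducible protein PC4 (RNABR40, difference of -1.64, adjusted p = 0.0126). The others of the 6 were higher at 4 dpi. With only the clones that had a value on all 7 arrays, the difference of the group was 0.68 (exact p = 0.0571). 'Proteases and inhibitors' stood at 1.13 ± 0.19 (SD, n = 3) and 1.17 ± 0.54 (SD, n = 4, exact p = 0.914), and this difference changed sign when only clones with a value on all 7 arrays were kept (-0.03). Single genes of these groups did differ between the time points. Complement C1q β (RNABQ08) rose from a mean of 0.74 ± 0.17 (SD, n = 3) to 1.75 ± 0.56 (SD, n = 3, adjusted p of the difference = 0.0372), and C1q C (RGIAJ90) from 0.70 ± 0.10 (SD, n = 3) to 1.69 ± 0.33 (SD, n = 4, adjusted p = 0.00923). The difference of C1q β was not past the threshold with a dye term (adjusted p = 0.0628) nor without any 1 array other than replicates 1 and 3 of 4 dpi (adjusted p from 0.0536 to 0.150), and that of C1q C not without replicate 1 of 1 dpi (0.0551). Both lay just above the limit of 0.7 at 1 dpi. C1q β fell under it without replicate 2 (0.67), and C1q C without replicate 3 (0.64) or with each array centred on its median. For α2-macroglobulin (RGIAO94) the mean was 0.32 ± 0.13 (SD, n = 3), not called, at 1 dpi and 1.72 ± 0.38 (SD, n = 4, adjusted p = 0.00013) at 4 dpi, and the difference had an adjusted p of 0.00258.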

Comparing the groups of downregulated genes to the whole set of expressed genes resulted in no significant category with the frequency distribution test, neither for 1 dpi nor 4 dpi. Other regulated genes were found in most functional categories indicating that response to injury is complex and affects many different biological processes.

Next, we analysed if there were statistically significant differences between the distributions of genes in functional categories when comparing 1 and 4 dpi (Fig. 2). 

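The difference between the time points was tested for each feature as 4 dpi minus 1 dpi in the joint fit. Of the features tested at both times 159 differed, with 111 higher and 48 lower at 4 dpi. Of these, 80 were called regulated at neither time point and 108 had means of opposite sign at the 2 time points. The number depended on single arrays and was 37 without replicate 1 of 1 dpi, 59 without replicate 2 of 1 dpi, 96 without replicate 1 of 4 dpi and 70 without replicate 4 of 4 dpi. In the manual group 'Transcription and translation', the mean log2 ratio over 15 clones was 0.97 ± 0.05 (SD, n = 3 arrays) at 1 dpi and 0.64 ± 0.23 (SD, n = 4) at 4 dpi. All arrays of 1 dpi lay above all arrays of 4 dpi (exact permutation test, two-sided, p = 0.0286, the smallest that 3 arrays against 4 allow, adjusted p = 0.143 over the 5 groups tested). Of the 26 listed clones of this group, 23 are listed at 1 dpi and 5 at 4 dpi, chosen on these same arrays, so a higher mean at 1 dpi follows in part from that choice and this p is no evidence of a change with time. The same holds for 'Metabolism', with 13 and 3 of its 16 listed clones. With only the clones that had a value on all 7 arrays, the difference of 'Transcription and translation' shrank from -0.33 to -0.11 (exact p = 0.371). The 8 upregulated clones of 'Metabolism' had 0.75 ± 0.03 (SD, n = 3) and 0.54 ± 0.13 (SD, n = 4, exact p = 0.0571, adjusted p = 0.143). With a value on all 7 arrays required, the difference of 'Metabolism' was -0.28 (exact p = 0.0286). In the group 'Cell death', 3 of 4 clones were called at 1 dpi, and neither of the 2 clones tested at 4 dpi was called there by limma or SAM, although 1 had an unadjusted p under 0.05.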

Significantly (p < 0.05) different distribution of upregulated genes among GO categories were detected for 'cell communication' (GO:0009987), 'cell death' (GO:0008219), 'cell proliferation' (GO:0008283), 'metabolism' (GO:0008152) and 'transcription' (GO:0006350) clearly indicating the qualitative differences in response to trauma at the two different time points. There were no statistical differences in the GO categories between downregulated genes comparing 1 and 4 dpi. However, only seven genes were found to be downregulated at 4 dpi.

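The 12 downregulated calls of 4 dpi were small. The 10 largest had mean log2 ratios from -0.95 to -0.72 and lay below 0 on all 4 arrays. An Na+K+ transporting ATPase (RGIAM85) had the largest, -0.95 ± 0.17 (SD, n = 4 arrays, adjusted p = 0.000417). Brain-enriched guanylate kinase-associated protein 1 (RNABT01) followed among the named clones with -0.82 ± 0.28 (SD, n = 4, adjusted p = 0.0024), and CDCrel-1A (RGIAN17) had -0.80 ± 0.22 (SD, n = 4, adjusted p = 0.00163). Without replicate 3, 4 downregulated features were left, and 8 of the 10 lost the call, the guanylate kinase-associated protein among them (-0.69). Without replicate 4 the number was 7.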

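In Additional file 1 each clone belongs to 1 manual group. All 26 upregulated clones listed under 'Transcription and translation' were tested at 1 dpi and 22 were called. Only 15 of them had enough values at 4 dpi, and 7 of these were called. Among the 19 clones of 'Cytoskeleton, ECM, matrix modelling', 14 were called at 1 dpi and 9 of the 14 tested at 4 dpi. Over the 14 clones of that group tested at both times, the mean log2 ratio per array was 1.02 ± 0.22 (SD, n = 3 arrays) at 1 dpi and 1.54 ± 0.29 (SD, n = 4) at 4 dpi (exact permutation test, two-sided, p = 0.0857). The difference of 0.53 was 0.10 with the median over clones (exact p = 0.257) and 0.66 with the clones that had a value on all 7 arrays (exact p = 0.0571). On replicate 1 of 4 dpi the protease group had a mean of 0.36, while the other arrays of 4 dpi lay between 1.39 and 1.46. The mean of an array covers the clones with a value on it, so the clones behind it differ between arrays.

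**Figure D3:**
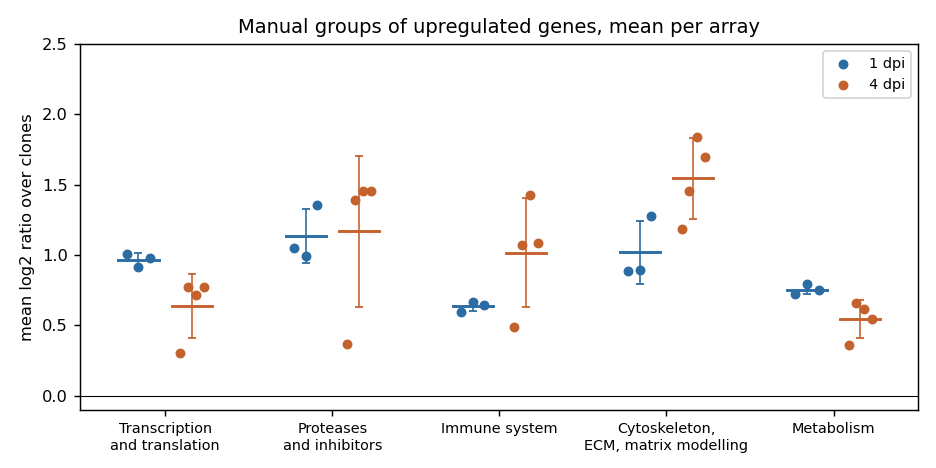
Mean log2 ratio of injured to uninjured cortex over the listed upregulated clones of each manual group (x axis), for each array at 1 dpi (blue points) and 4 dpi (orange points). Lines show the mean of the arrays and whiskers the SD. In 'Transcription and translation' the 3 arrays of 1 dpi lie above the 4 arrays of 4 dpi.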

Regulated genes were also grouped manually, without taking multiple functions for a gene in consideration. 'Transcription and translation' was a large group at 1 dpi, whereas at 4 dpi genes in the groups 'proteases and their inhibitors' and 'ECM (extra cellular matrix) and cytoskeleton' were well represented [see Additional file 1]. 

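Of the downregulated clones in Additional file 2, 14 of 'Metabolism' and 9 of 'Transporters, channels and binding proteins' could be used. At 1 dpi 10 and 7 of them were called downregulated. At 4 dpi, 12 and 5 of them had enough values to be tested, and 0 and 1 were called by limma. Of the 12, 4 were lower at an unadjusted p under 0.05, none of them beyond 0.7, and SAM called 0.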

Among regulated genes with decreased expression, 'transporters, channels and binding proteins' and 'metabolism' were large groups at day 1 [see Additional file 2].

### PCR, in situ hybridisation and immunohistochemistry

CD-44, osteopontin (Opn), TIMP-1 and -2 (tissue inhibitors of matrix metalloproteinases), S-100 (injury marker), angiotensinogen (precursor for angiotensin), insulin-like growth factor (IGF)-II, and vitronectin were further analysed by PCR confirming genes as differentially expressed, in line with the microarray results (Fig. 3). 

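On the arrays of 1 dpi, TIMP-1 (RGIAQ65) had a mean log2 ratio of 3.38 ± 0.12 (SD, n = 3 arrays, adjusted p = 1.76e-07). At 4 dpi its mean was 1.68 ± 1.47 (SD, n = 4, adjusted p = 0.0324), which was not called. Replicate 1 stood at -0.51 and the other arrays between 2.26 and 2.65, and without replicate 1 the mean was 2.40 and TIMP-1 was called. Every array of 4 dpi lay below every array of 1 dpi, by a difference of -1.71 in the means, which was not past the threshold (adjusted p = 0.114). TIMP-2 (RNABV95) had 0.73 ± 0.38 (SD, n = 3, adjusted p = 0.0101) at 1 dpi and 1.07 ± 0.19 (SD, n = 4, adjusted p = 0.000276) at 4 dpi. Its call of 1 dpi was lost without replicate 2 (0.84) or replicate 3 (0.51). For the S-100 related protein (RNABO14) the means were 1.98 ± 0.06 (SD, n = 3, adjusted p = 5.44e-06) and 1.76 ± 0.93 (SD, n = 4, adjusted p = 0.00454), and the call of 4 dpi was lost without replicate 4 (1.68). IGF-II (RNABO23) was downregulated at 1 dpi, with -0.76 ± 0.38 (SD, n = 3, adjusted p = 0.00798), but not without replicate 1 (-0.69) or replicate 2 (-0.61). At 4 dpi it was just inside the limit of 0.7 and not called, although lower on all 4 arrays, with -0.68 ± 0.07 (SD, n = 4, adjusted p = 0.00132). It was called with a fold change beyond 1.6 as the limit, chosen after seeing the values, and without replicate 4, where its mean was -0.71. The PCR itself was not analysed here.

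**Figure D4:**
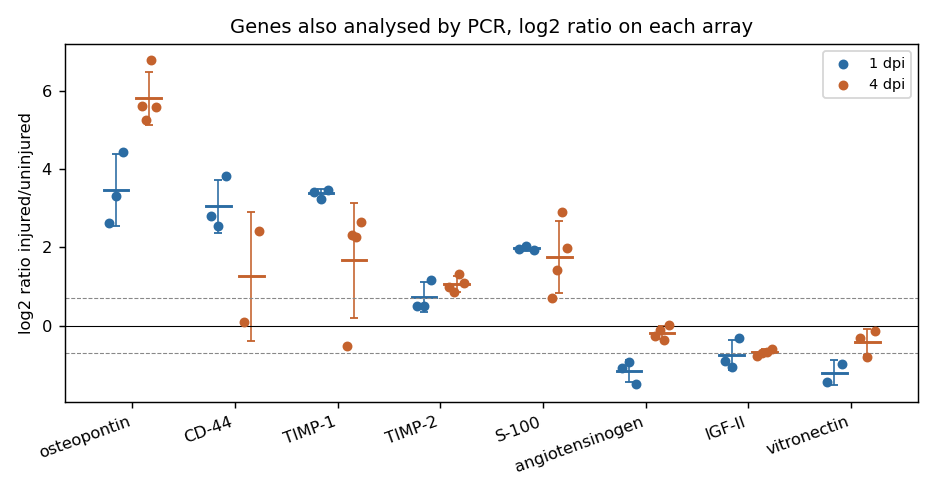
Log2 ratio of injured to uninjured cortex on each array for the 8 genes also analysed by PCR, at 1 dpi (blue points) and 4 dpi (orange points). Lines show the mean, whiskers the SD and dashed lines the limits of 0.7 in both directions. TIMP-1 lies at -0.51 on 1 array of 4 dpi and between 2.26 and 2.65 on the others.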

Among the set of regulated genes, Opn and CD-44 have potentially important regulatory roles in brain injury. CD-44 is a receptor for Opn and interestingly, CD-44-/- mice are protected from ischaemia induced injury [20]. The fact that both ligand and receptor are upregulated suggests a possible auto-/paracrine regulating loop at the site of the injury involving these genes. 

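At 1 dpi both genes were among the 5 upregulated features with the largest mean log2 ratio. Osteopontin (RNABT23) had 3.47 ± 0.91 (SD, n = 3 arrays, adjusted p = 2.4e-05) and CD-44 (RNABK17) 3.05 ± 0.68 (SD, n = 3, adjusted p = 1.31e-05). The lowest array of either gene at 1 dpi stood at 2.54. From the rise of ligand and receptor together, the paper proposes a loop between them at the injury.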

To further explore these findings, the expression of Opn and CD-44 were studied by *in situ *hybridisation and immunohistochemistry. Opn mRNA expression was confined to the injury site (Fig. 4) at both 1 and 4 dpi consistent with the microarray result. Its immunoreactivity was co-localised to ED-1, a marker for macrophages and activated microglia (Fig. 5). CD-44 showed a similar local mRNA expression pattern in the damaged region (Fig. 4) with a matching immunoreactivity (Fig. 5) 4 dpi. Nuclear staining with Hoescht showed cytoplasmatic CD-44 expression. Neither *in situ *hybridisation nor immunohistochemistry revealed contralateral expression for either CD-44 or Opn.

## Discussion

In this study we have identified 211 genes that were regulated at 1 dpi and 63 at 4 dpi following a mild focal experimental contusion. The changes at 1 dpi were either initiated by traumatic events that affected gene activation directly, such as depolarisation and increase of intracellular calcium, or as a reaction to traumatically disrupted membranes, ischaemia and increased metabolic demands. 

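Lactate dehydrogenase A (RGIAN09) had a mean log2 ratio of 0.88 ± 0.08 (SD, n = 3 arrays, adjusted p = 0.000956) at 1 dpi and 0.38 ± 0.37 (SD, n = 4, adjusted p = 0.0989) at 4 dpi, where replicate 3 stood at 0.92 and the other arrays between 0.12 and 0.25. The difference between the time points had an adjusted p of 0.148. PDH phosphatase (RNABX11) was called at 1 dpi with 0.78 ± 0.23 (SD, n = 3, adjusted p = 0.00331), but not without replicate 2 (0.71), and had a value on 2 arrays of 4 dpi, 0.59 and 0.17 (adjusted p = 0.189 when 2 arrays were enough for the test).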

At the early time-point, many genes involved in metabolism were affected, such as lactate dehydrogenase and PDH phosphate, which would increase the rate of pyruvate utilisation. Likewise, genes involved in cell growth, cellular morphogenesis, development, transport, cell differentiation, cellular defence response and regulation of cell cycle were significantly upregulated. This was also the case for 'response to stimulus' genes, confirming TBI as a strong inducer of genomic responses. Genes in this group included early mediators such as hsp, Nfkb1, p53; many of which have been identified upregulated previously in experimental trauma [21]. Activation of these genes agrees well with the prevailing theories of response to trauma: ictus leads to activation of reactions that require energy while mitochondrial dysfunction may limit aerobic metabolism.

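The clones of these early mediators were all called upregulated at 1 dpi. Hsp70 (RNABM05) had a mean log2 ratio of 1.06 ± 0.31 (SD, n = 3 arrays, adjusted p = 0.000825), NF-κB (RNABM55) 1.16 ± 0.09 (SD, n = 3, adjusted p = 0.000182) and p53 (RNABM89) 0.99 ± 0.18 (SD, n = 3, adjusted p = 0.000619). At 4 dpi NF-κB remained called, with 1.77 ± 0.44 (SD, n = 4, adjusted p = 0.000173). For p53 the mean of 4 dpi was 0.02 ± 0.66 (SD, n = 3, adjusted p = 0.967), with -0.72 on replicate 1 and 0.52 and 0.26 on the other arrays with a value. Neither gene passed the test of the difference between the time points (adjusted p = 0.118 for NF-κB and 0.0641 for p53). Hsp70 had a value on 1 array of 4 dpi, 0.37.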

It is maybe not surprising that more genes were regulated at day 1 than day 4 after injury. 

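The counts at the 2 time points come from different numbers of features. Of the features upregulated at 1 dpi, 48.2% were tested at 4 dpi, against 65.0% of the other features tested at 1 dpi (Fisher's exact test, two-sided, p = 3.45e-06). This p takes features as independent and does not measure the spread between arrays. When all counts were taken over the features tested at both times, with the adjustment made over those alone, 95 features were upregulated at 1 dpi and 84 at 4 dpi, and 58 were downregulated at 1 dpi and 12 at 4 dpi. Of the downregulated features of 1 dpi, 69.3% were tested at 4 dpi.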

Several of the early responding genes were transcription factors with potential to initiate further gene regulation. It is probable that early responses were, to some extent, chaotic while 4 dpi findings represented a situation with less ongoing reparative and/or destructive cellular processes. It may be futile to search for specific destructive pathways with a hope to inhibit these in the early stages: broad gene activation may be non-specific and reflect that the trauma-energy has overcome the activation energy requirements for many different reactions. Our experimental injury model, CCC, creates a focal contusion lesion but does not cause major neurological deficits, prolonged unconsciousness or death, and is therefore considered a mild injury. The experimental injury resembles clinical contusions in patients who have a favourable condition early after injury, but are at risk of deterioration from progression of the focal contusions. This is a typical cause of patients who "talk and die" [22], where energy transfer at the impact has not been sufficient to destroy main vital functions of the brain, but has initiated reactions that destroy neural function in a delayed manner. This is in line with the observation that genes with a role in cell death were markedly overrepresented at 1 dpi and differed significantly from 4 dpi, which could initiate neuronal apoptosis that occurs for a prolonged time after injury in this model [7].

Our study showed significant differences between 1 and 4 dpi for genes with increased expression involved in cell communication, cell proliferation, metabolism and transcription. However, similarly to 1 dpi, 4 dpi also displayed significant upregulation of genes involved in cellular differentiation and response to stimuli. An analysis of the stimulus response 4 dpi showed significance in immune response, which was not present at 1 dpi. The view of the brain as immunologically privileged has been re-evaluated during the last years. Neuroinflammation, either acute in trauma or chronic in neurodegenerative diseases, has been revealed as a pathological mechanism [23]. The defence response in TBI could generate chronic harmful stimuli resulting in neurodegeneration, while it also paves the way for repair. The immune response is likely to be involved in the secondary injury mechanisms working at the later time point.

Opn, strongly upregulated both 1 and 4 dpi, is involved in inflammation, formation of the ECM and cell-matrix interactions. 

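At 4 dpi the mean log2 ratio of osteopontin was 5.81 ± 0.67 (SD, n = 4 arrays, adjusted p = 5.12e-07), with all arrays between 5.26 and 6.79. It was higher than at 1 dpi by 2.34 on the log2 scale, with a standard error of 0.40 (adjusted p = 0.00775).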

Opn modulates processes like mitochondrial respiration [24] and nitric oxide inhibition [25], affected in TBI. The diverse roles of Opn depend on receptor interaction and phosphorylation state [26]. Opn actions are mediated by integrins and CD-44, a cell surface glycoprotein. 

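CD-44 had a value on 2 of the 4 arrays of 4 dpi and was not called when 2 arrays were enough for the test (adjusted p = 0.134). The log2 ratio was 0.10 on replicate 1 and 2.42 on replicate 2. Replicate 1 was low for 62 features upregulated at 1 dpi, with a median of 0.26 against 0.62 to 0.78 on the other arrays.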

Interestingly, CD-44 also showed increased expression levels at 4 dpi. As both Opn and CD-44 are involved in inflammation and neurodegeneration [27] we chose to study these molecules in more detail. Opn mRNA expression and immunoreactivity were confined to the injury site, which co-localised with the macrophage and activated microglia marker ED-1. Opn can induce migration of astrocytes *in vitro*, and has therefore been proposed as an "astrokine" [28]. In our model this could mean that macrophages attract astrocytes to the damaged area, which would be in line with the above proposition. Furthermore, Opn may contribute to the nonpermissive adult CNS milieu, in the glial scar, and inhibiting axon outgrowth [29]. CD-44 mRNA was found locally around and in the lesion area 1 and 4 dpi. This has not been reported previously in this experimental contusion model, but agrees with CD-44 expression after cortical incision in mice [30]. We saw a corresponding immunoreactivity, resembling Opn immunoreactivity, in the penumbra and injured area, indicating interactions between Opn and CD-44. Our findings corroborate studies of upregulated Opn and CD-44 expression in other brain injury models [12,31]. Opn administration was recently reported to be neuroprotective in stroke [32] whereas increased CD-44 mRNA seems to be harmful in ischaemia [20]. It is possible that Opn interacting with CD-44 could activate a pathway leading to further injury, while Opn-integrin interactions would confer neuroprotection. However, other genes affected following injury may also influence the result of Opn expression.

Wound healing in the brain as in other injured tissues requires synthesis of new ECM molecules. The upregulation of fibronectin and collagen expression at 4 dpi could reflect a temporary state with a new matrix, attempting to create an environment more suitable for cell migration. However, we also observed downregulation of vitronectin expression. 

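Fibronectin (RGIAQ36) had a mean log2 ratio of 0.45 ± 0.18 (SD, n = 3 arrays, adjusted p = 0.0371), not called, at 1 dpi and 1.76 ± 0.56 (SD, n = 4, adjusted p = 0.000479) at 4 dpi. The difference between the time points had an adjusted p of 0.0111, and of 0.0512 without replicate 1 and 0.0530 without replicate 2 of 1 dpi. Collagen III α1 (RGIAM23) went from -0.05 ± 0.77 (SD, n = 3) to 1.08 ± 0.17 (SD, n = 4, adjusted p = 0.000219), with an adjusted p of 0.0355 for the difference. This was lost without replicate 1 or 2 of 1 dpi or replicate 1, 2 or 4 of 4 dpi (adjusted p from 0.0518 to 0.159). Collagen I α1 (RGIAN74) stood at -0.41 ± 0.37 (SD, n = 3) at 1 dpi, below 0 on all arrays, and at 0.78 ± 0.06 (SD, n = 4, adjusted p = 0.000581) at 4 dpi, above 0 on all arrays. Its difference had an adjusted p of 0.00258.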

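Vitronectin (RNABR91) was called downregulated at 1 dpi from 2 arrays, with log2 ratios of -1.43 and -0.98 (adjusted p = 0.00158). At 4 dpi its mean was -0.42 ± 0.34 (SD, n = 3 arrays, adjusted p = 0.0857), which was not called. The difference between the time points had an adjusted p of 0.0781.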

Vitronectin is an extracellular glycoprotein [33], which could impair cell migration and attachment, and may be necessary for a favourable cell environment. ECM has more functions than mere structural support. For many cell types, ECM acts as a survival factor as cells deprived of matrix attachment are prone to die by apoptosis, and a distorted matrix network also may hinder actions of trophic factors due to defective presentation. Cell attachment generates intracellular signals ending in regulation of cytoskeletal organisation and gene expression [34]. 

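Ezrin (RNABM92) had a mean log2 ratio of 1.00 ± 0.17 (SD, n = 3 arrays, adjusted p = 0.000598) at 1 dpi. At 4 dpi its mean of 0.55 ± 0.14 (SD, n = 4, adjusted p = 0.00607) was above 0 on all 4 arrays but under the limit of 0.7, and the change between the time points was not past the threshold (adjusted p = 0.095). Moesin (RGIAC38) was called at both times, with 1.72 ± 0.53 (SD, n = 3, adjusted p = 0.000182) and 1.43 ± 0.83 (SD, n = 4, adjusted p = 0.0078). The call of moesin at 4 dpi was lost without replicate 2 (1.32) or replicate 3 (1.57).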

The bridging molecules ezrin and moesin, which were upregulated 1 dpi, and 1 and 4 dpi respectively, probably influence extracellular signals to the cytoskeleton. A way to maintain homeostasis by stabilising the cytoskeleton, might be upregulation of the intermediate filament vimentin (here increased 1 and 4 dpi).

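Vimentin (RNABM67) was called at both time points, with a mean log2 ratio of 1.37 ± 0.49 (SD, n = 3 arrays, adjusted p = 0.000598) at 1 dpi and 2.31 ± 0.52 (SD, n = 4, adjusted p = 9.33e-05) at 4 dpi. The difference of 0.94 between them did not pass the threshold (adjusted p = 0.0742).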

Proteolytic enzymes cause structural ECM changes. Here, CCC altered the expression of many genes for matrix- and matrix modelling molecules reflected in the prominent category 'proteolysis and peptidolysis' specifically at 4 dpi. In this category we found cathepsins but also proteases such as myelencephalon specific protease, which, to our knowledge, is described regulated in this experimental model for the first time. 

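Myelencephalon specific protease (RNABV39) had a mean log2 ratio of 0.51 ± 0.13 (SD, n = 3 arrays, adjusted p = 0.0201), not called, at 1 dpi and 0.87 ± 0.34 (SD, n = 4, adjusted p = 0.0031) at 4 dpi. Its difference between the time points did not pass the threshold (adjusted p = 0.288). Cathepsin D (RGIAB71) did differ, from 0.08 ± 0.19 (SD, n = 3) to 1.15 ± 0.27 (SD, n = 4, adjusted p = 0.000388), with an adjusted p of 0.00583 for the difference. Cathepsin Y (RNABL31) was called at 4 dpi, with 0.89 ± 0.30 (SD, n = 4, adjusted p = 0.00187). At 1 dpi it was just under the limit of 0.7, with 0.68 ± 0.12 (SD, n = 3, adjusted p = 0.00475), and above it without replicate 1 (0.75). Cathepsin K (RNABQ32) was called at 1 dpi, with 0.85 ± 0.04 (SD, n = 2, adjusted p = 0.00587), and had 1.65 and 0.86 on the 2 arrays of 4 dpi with a value, where it was called only when 2 arrays were enough for the test (adjusted p = 0.0111). Cathepsins B and L were not analysed here, since the values under their clone IDs differed from the listed fold changes.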

Though proteases are required for re-organisation and plasticity in order to break down obstructing debris, there might be an imbalance in expression between them and their inhibitors, like upregulation of TIMP-1 and TIMP-2 mRNA, or downregulation of neuroserpin. Proteases challenge blood brain barrier (BBB) function. The upregulated MMP-9 (matrix metalloproteinase), involved in BBB breakdown [35], is one marker of secondary injury processes. Further on, the precursor of angiotensin, angiotensinogen, which is involved in BBB reconstitution, was here downregulated 1 dpi [36].

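Angiotensinogen (RGIAJ86) had a mean log2 ratio of -1.17 ± 0.29 (SD, n = 3 arrays, adjusted p = 0.000437) at 1 dpi. At 4 dpi the mean was -0.18 ± 0.16 (SD, n = 4, adjusted p = 0.254). The value of 4 dpi was higher by 0.99 with a standard error of 0.16 (adjusted p = 0.00635).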

Our experimental contusion resulted in altered mRNA levels for genes in the category 'transcription response' with significant differences between 1 and 4 dpi. Many genes, among them ATF (activating transcription factor)-4, rad (ras associated with diabetes) and retinoic acid receptor, were upregulated at the early time-point, while only a few genes remained altered at the later phase. 

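ATF-4 (RNACA21) had a mean log2 ratio of 0.86 ± 0.03 (SD, n = 3 arrays, adjusted p = 0.00101) at 1 dpi and -0.16 ± 0.20 (SD, n = 4, adjusted p = 0.316) at 4 dpi, a tested difference (adjusted p = 0.00258). Rad (RNABY03) was called at 1 dpi with 1.47 ± 0.15 (SD, n = 2, adjusted p = 0.00034) and retinoic acid receptor α2 (RNABN09) with 1.53 ± 0.11 (SD, n = 3, adjusted p = 2.52e-05). Neither entered the test of 4 dpi, which required 3 arrays. Rad had a value of 0.42 on replicate 2, and the receptor had -0.34 on replicate 1 and 0.60 on replicate 2 (adjusted p = 0.764 when 2 arrays were enough).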

A novel finding here was the increased expression at 1 dpi of CCAAT/enhancer binding protein (C/EBP)-δ belonging to C/EBP (bZIP) family, which couples extracellular signal transduction pathways to numerous cellular processes and is a potential tumour suppressor gene [37]. 

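C/EBP-δ (RNABR21) had a mean log2 ratio of 1.72 ± 0.25 (SD, n = 3 arrays, adjusted p = 2.52e-05) at 1 dpi. At 4 dpi it had a value on 2 arrays, -0.61 on replicate 1 and 1.40 on replicate 2. It was not called when 2 arrays were enough for the test (adjusted p = 0.601). Replicate 1 was low for features upregulated at 1 dpi as a set.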

Activated C/EBP-δ regulates the neuroprotective IGF-1 [38] and neurotoxic iNOS expression [39], both affected by TBI. Interestingly, another family member, C/EBP-β, is involved in brain injury [40] and neuronal survival [41]. Moreover, C/EBP-β and -δ expression are upregulated by inflammatory stimuli. It is therefore possible that C/EBP-δ also would influence neuronal survival. Another regulated transcription factor belonging to the immediate early gene family was v-myc (homologue to c-myc). 

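The clone of v-myc (RNACB54) had a mean log2 ratio of 1.47 ± 0.67 (SD, n = 3 arrays, adjusted p = 0.00113) at 1 dpi, with 0.74 on replicate 3. It had no value on any array of 4 dpi.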

Myc is a key molecular integrator of cell cycle machinery and metabolism [42], and many of its target genes were seen upregulated after CCC in this study. Prothymosin-α (PT-α) is a c-myc target [43], associated with cell growth, transcription [44] and recently also suggested to be involved in apoptosis [45]. To our knowledge, we here show for the first time that it's expression level is upregulated following trauma. This knowledge combined with the fact that TBI is a risk factor for neurodegernative disorders with excessive cell death suggests that PT-α may well be a potential candidate for further studies with regard to TBI. 

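PT-α (RNABM91) lay just under the limit of 0.7 at 1 dpi and was not called, with a mean log2 ratio of 0.68 ± 0.13 (SD, n = 3 arrays, adjusted p = 0.00459) and a positive value on all 3 arrays. Its fold change was 1.61, and with a fold change beyond 1.6 as the limit, the other form given in the methods and chosen after seeing the values, PT-α was called. Without replicate 1 the mean was 0.76 and it was called as well. At 4 dpi its mean was 0.28 ± 0.21 (SD, n = 4, adjusted p = 0.101). The difference between the time points was not past the threshold (adjusted p = 0.151).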

Recently, PT-α was shown to associate with STAT-3, an acute phase response factor, resulting in nuclear translocation [46]. In this study increased STAT-3 mRNA levels were noted 1 dpi, corroborating other studies [15,29].

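STAT-3 (RNABV84) had a mean log2 ratio of 1.51 ± 0.43 (SD, n = 3 arrays, adjusted p = 0.000207) at 1 dpi. It had a value on 2 arrays of 4 dpi, -0.38 on replicate 1, an array low for features upregulated at 1 dpi, and 1.29 on replicate 2. It was not called when 2 arrays were enough for the test (adjusted p = 0.455).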

Microarray analyses create large amounts of data and would ideally allow understanding of common regulatory pathways. Database developments with possibilities to better compare similarities and differences between various experimental models will be advantageous when forming new hypotheses. Whether the similarities or differences between affected genes turn out to be the most important factors is empirical: trauma needs to be studied from all its angles.

## Conclusion

This study of genomic responses to trauma comparing 1 dpi to 4 dpi showed significant time-dependent differences, such as the early response in the category 'transcription response' and a more delayed response in the category 'immune defence'. The upregulation of CD-44 and Opn, localised to injury site, probably have important roles in the inflammatory process following TBI. Outcome of their interaction needs to be further studied in order to understand beneficial or detrimental roles. Understanding the pathological mechanisms behind secondary insults and the interplay of operating genes, may help to find treatment targets for brain injury and reduce delayed negative effects, such as neurodegenerative diseases.

## Methods

### Experimental injury model

All studies were conducted in accordance with the guidelines of the regional ethics committee for animal research at the Karolinska University Hospital, Stockholm, Sweden. Totally, 15 male Sprague Dawley rats (BW 250 g; B&K Universal AB, Stockholm, Sweden) were included in the study. Before surgery all rats were anaesthetised with an intramuscular injection of 0.2 ml Hypnorm™ -Dormikum (1:1:2; Hypnorm™ (fentanyl citrate 0.315 mg/ml, fluanisone 10 mg/ml, Janssen Pharmaceutica, Beerse, Belgium): Dormikum (1 mg/ml, Roche AB, Stockholm, Sweden): dH_2_O). Prior to the skin incision, 0.1 ml Xylocaine^® ^(5 mg/ml, Astra, Södertälje, Sweden) was injected subcutaneously in the sagittal midline of the skull and the rats were placed in a stereotactic frame.

### Cerebral cortical contusion

Contusions were performed on 13 rats using the weight-drop model described by Feeney *et al*. [19]. In brief, a craniotomy was made 2.5 mm posterior and 2.5 mm lateral to bregma, and a footplate was placed so that it rested upon the surface of the dura. A stainless tube guided a 24 g weight, which was dropped from a height of 9.3 cm, compressing the tissue at a maximum of 3 mm. After impact, the scalp was sutured and the animals were allowed to recover. Sham operation, craniotomy without contusion, was performed on two animals. The rats were sacrificed at one day (n = 6) and four days (n = 9) by decapitation in Hypnorm™ anaesthesia. Brains (1 dpi n = 3; 4 dpi n = 4) were removed, and impact area with surrounding cortex, ipsilateral and contralateral was dissected out, before quickly frozen in isopentan containing dry ice, prior to RNA isolation. The remaining brains (1dpi n = 3, 4 dpi n= 3, sham n = 2) were removed for sectioning and directly frozen in isopentan – dry ice. Coronal 14 μm cryosections were cut through the center of the impact using a Leica cryostat (CM 3000, Leica Instruments GmbH, Nussloch, Germany). The sections were thaw-mounted onto Super Frost/Plus™ object glasses (Menzel-Gläser, Braunschweig, Germany) and stored at -20°C prior to use.

### RNA extraction

Total RNA was isolated using RNeasy Qiagen kit (VWR International AB, Stockholm, Sweden) according to manufacturer's protocol. Brain tissue was homogenised using a polytron. The RNA was dissolved in diethyl pyrocarbonate (DEPC) treated dH_2_O and quantified by spectrophotometry at A_260 _and A_280_. Quality was verified on a 3-(N-morpholino)-propanesulfonic acid (MOPS)-formaldehyde-agarose gel.

### cDNA microarrays

The cDNA microarrays were described earlier [47] but now extended to comprise about 6200 clones. Clones were selected from the TIGR Rat gene Index [48], Research Genetics [49] and from the lab obtained during differential cloning experiments. Arrays were pre-hybridised in 1% bovine serum albumin (BSA), 5 × SSC (1 × SSC: 0.15 M NaCl, 0.015 M sodium citrate) and 0.1% sodium dodecyl sulfate (SDS), at 42°C for 1–2 hours, washed in milli-Q H_2_O and dried immediately before the probe was applied.

### cDNA labelling, purification, and hybridisation

Total RNA (30 μg) was used from individual animals in each hybridisation. Labelled cDNA was produced using an oligo-dT primer and Cy3-/ Cy5-uridine 5'-triphosphate labelled nucleotides (PerkinElmer, MA) in reverse transcription using Superscript II (Life Technologies Inc., NY). Cy3- and Cy5-labelled cDNAs were pooled and purified using Microcon 30 columns (Millipore, MA) and then adjusted to a final volume of 25 μl with hybridisation buffer [3.4 × SSC, 0.3% SDS, 20 μg mouse Cot-1 DNA (Invitrogen, CA), 20 μg poly A RNA, 20 μg yeast tRNA]. After heating at 98°C for 2 min and cooling to room temperature, the probe was added to the array and covered by a plastic cover-slip, put in a sealed hybridisation chamber (Corning Inc., NY), and hybridised at 65°C for 15–18 hours. Then the array was washed, dried and immediately scanned with a GMS 418 scanner (Affymetrix, CA). Analyses were made on individual animals and with dye-swap to account for dye-biased effects; 1 dpi n= 3 (two animals with ipsilateral total RNA labelled with Cy5 and one animal with ipsilateral total RNA labelled with Cy3) and 4 dpi n= 4 (two animals with ipsilateral total RNA labelled with Cy5 and two with ipsilateral total RNA labelled with Cy3).

### Data processing and analysis

Image analysis was performed with GenePix Pro software (Axon instruments, CA). Automatic and manual flagging were used to localise absent or very weak spots (< 2 times above background), which were excluded from analysis. The signal from each spot was calculated as the average intensity minus the average local background. Expression ratios of Cy5/Cy3 (or Cy3/Cy5 in case of dye-swap) were normalised using a method that takes into account and corrects for intensity-dependent artefacts in the measurements; the locally weighted linear regression (Lowess) method in the SMA package (Statistics for Microarray Analysis)[50,51]. SMA is an add-on library written in the public domain statistical language R.

The significance of expression ratios was statistically evaluated using the SAM (Significance Analysis of Microarrays) technique [52]. Similarly to the familiar *p*-value, a *q*-value was assigned each of the detectable genes in the array. The q-value measures the lowest false discovery rate (FDR) at which the gene is called significant. A 2% FDR was used to identify regulated genes. On top of the SAM criteria, a mean ratio cut off (log2 ratio injured/uninjured > 0.7 corresponding to > 1.6-fold regulation) was applied to describe ratios as up-/down-regulated and was applied to each hybridised microarray. 

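A share of 2% of the 193 upregulated calls of 1 dpi made with limma is 3.86 calls, and of the 84 of 4 dpi 1.68. The FDR holds for all features that passed the adjusted p, 419 at 1 dpi and 218 at 4 dpi. It was not estimated for the upregulated features left after the limit on the mean, so their number of false calls is not known. On simulated ratios with 200 features changed by 2 on the log2 scale, the same limits recovered 82.5% of them with 0 false calls at 1 dpi, and 99% with 1 false call at 4 dpi. Among real features tested at both times, those called upregulated at 1 dpi alone had a median of 0.93, and at 4 dpi alone 0.89. The simulated change was larger, and its noise was independent between features and arrays, so these results need not hold for the real ratios.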

Using these settings one could expect three genes falsely identified as regulated among the 150 upregulated 1 dpi and one gene among those identified 4 dpi. Data has been deposited in Gene Expression Omnibus [53].

We used the web based tool eGOn v 1.0 (explore Gene Ontology, developed at the Norwegian University of Science and Technology) [54] to functionally classify the transcripts. A total of 3414 genes 1 dpi and 2242 genes 4 dpi were deposited in eGOn of which 1272 genes for 1 dpi and 904 genes for 4 dpi were annotated by eGOn and categorised into gene ontology (GO) categories related to biological function. Each list of differentially expressed genes were compared to all genes expressed, for 1 respectively 4 dpi with the two sided one-sample binomial test implemented in eGOn. Comparison was made to test if the proportion of genes upregulated at 1 dpi was different from the proportion of genes upregulated 4 dpi, in eGOn, which use McNemars test based on an implementation using the binomial distribution. Additionally, also using eGOn, upregulated genes were compared to downregulated genes for 1 and 4 dpi separately with Fishers exact test.

The regulated genes presented in tables 1 and 2 were grouped based on information from Gene ontology, DAVID (Database for Annotation and Visualisation and Integrated Discovery) [55], PubMed and other existing array reports. A gene can be annotated for several functions, which is not displayed in the tables where a gene is assigned to only one group. However, the statistical testing in eGOn has taken multiple functions for genes in consideration, why one and the same gene can be found in several of the categories made by eGOn. Therefore the groups in the tables do not correspond to the groups of biological function made by eGOn.

### RT-PCR

cDNA templates for RT-PCR were generated from five μg of total RNA treated with DNase I (Roche Diagnostics Scandinavia AB, Bromma, Sweden) in a reaction with 1 U DNase I/μg RNA, 25 mM Tris (pH 8.0), 25 mM NaCl, 5 mM MgCl_2 _and 0.15 U rRNasin RNA inhibitor (Promega, Madison, WI) for 25 min at 37°C. Single stranded cDNA synthesis was made using PowerScript Reverse Transcriptase (Clontech, CA) according to manufacturer's protocol. RT-PCR was performed using Taq Dynazyme (Finnzymes, Espoo, Finland) under standard conditions (1 × Dynazyme buffer, 0.2 mM dNTPs (Life Technologies), 0.5 U Taq Dynazyme, 1 μM of each specific primer and 2 μl of cDNA) using a 4-min hot start at 94°C followed by 30 cycles of 94°C for 45 sec, 59°C for 45 sec, 72°C for 1 min, followed by 10 min final extension at 72°C. Glucose-6-phosphate dehydrogenase (G6PD) was co-amplified as an internal control in each reaction. PCR products were analysed by 1.5% agarose gel electrophoresis (Sigma, St Louis, MO), and visualised using ethidium bromide fluorescence. All primer pairs (Table 1) were obtained from MedProbe (MedProbe AS, Oslo, Norway).

### In situ hybridisation

Synthetic oligonucleotide probes (Table 1) were synthesised and purified by reverse phase chromatography by Medprobe. The oligonucleotides were labelled at the 3' end with α-^35^S-dATP ((NEG034H) du Medical NEN, Bruxelles, Belgium) using terminal-deoxynucleotidyl-transferase TdT (Takara, Amersham Pharmacia Biotech, Uppsala, Sweden) at 37°C for 1 hour and purified using mini Quick Spin Oligo Columns (Roche Diagnostics Scandinavia AB). The specific activities obtained ranged from 1–4 × 10^9 ^cpm/μg oligonucleotide. 14 μm sections were air-dried for one hour and covered with a hybridisation buffer containing 50% formamide, 4 × SSC, 1 × Denhardt's solution (0.02% polyvinyl-pyrrolidone, 0.02% bovine serum albumin, and 0.02% Ficoll), 1% sarcosyl, 0.02 M phosphate buffer, 10% dextran sulphate (Amersham Pharmacia Biotech), 500 μg/ml heat-denatured salmon sperm DNA (Sigma) and 200 mM DTT (Amersham Pharmacia Biotech), and 1 × 10^7 ^cpm/ml labelled probe. The slides were incubated in a chamber humidified with 4 × SSC and 50% formamide for 16–20 hours at 42°C. After hybridisation, the sections were rinsed in 1 × SSC at 40°C, 4 × 15 min in 1 × SSC at 55°C, 1 × SSC and dH_2_O, 1 min each at room temperature followed by dehydration with 60% and 95% ethanol. Sections were air-dried and exposed on BioMax MR X-ray film (Eastman Kodak, Rochester, NY) at room temperature for 6 days.

### Immunohistochemistry

Frozen sections were air-dried, rehydrated in 1 × phosphate-buffered saline (PBS) and fixed in 4% buffered paraformaldehyde for 7 min at room temperature, rinsed in 1 × PBS, and blocked with normal goat serum (1:150) in 1% BSA for 30 min at room temperature. Labelling was made overnight with a monoclonal mouse anti rat CD-44 antibody 1:100 (Serotec, Oxford, UK), a mouse monoclonal anti rat MPIIIB10_1 _(osteopontin) antibody 1:50 (Developmental Studies Hybridoma Bank, IA), or mouse anti rat ED-1 antibody 1:1000 (Serotec) at 4°C. Sections were rinsed in 1 × PBS and incubated with fluorescent or indocarbocyanine (Cy3)-conjugated goat anti-mouse 1:1000 (Jackson Immunoresearch Lab. Inc, PA) or fluorescein isothiocyante (FITC)-conjugated goat anti mouse 1:150 (Jackson Immunoresearch Lab.) for 1 hour at room temperature. Nuclear staining with Hoescht was performed on slides with CD-44 immunolabelling. After washing, the slides were mounted with glycerol:PBS. Evaluation of staining was performed by fluorescence microscopy with Leica filter cube N2.1 (excitation filter: 515–560 nm, suppression filter edge wavelength: 590 nm) for detection of Cy3-labelling and Leica filter cube L4 (excitation filter: 450-490 nm, suppression filter edge wavelength: 515–560 nm) for FITC labelling. Photomicrographs for double labelling illustrations were obtained by changing filter cube without altering section position or focus.

## Authors' contributions

SH performed the experimental neurosurgery with assistance of CvG. ACSN and CvG sampled and sectioned the tissue, and performed *in situ *hybridisation. CvG prepared the material and performed the cDNA microarray experiments, RT-PCR, and immunohistochemical stainings. AFM and CvG analysed the microarray data. CvG, AFM, TM, ACSN designed the study and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Upregulated genes 1 and 4 dpi following cerebral cortical contusion. **The table shows clone identity (Clone ID), accession number (Acc no), gene name, and fold change 1 and 4 days post injury (dpi) after a cerebral cortical contusion (CCC). 

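The fold changes of Additional files 1 and 2 are ratios of injured to uninjured cortex, averaged over the arrays of a time point. Of 450 listed fold changes under a matched clone ID, 410 lay within 0.1 on the log2 scale of the mean log2 ratio, with the 8 clones included that were not used because their values differed. Of the 266 calls listed for all these clones, 261 had a mean of the listed sign. Of the usable clones listed as upregulated, 124 of 141 were called at 1 dpi and 49 of 53 at 4 dpi. Of those listed as downregulated, 48 of 56 were called at 1 dpi and 7 of 7 at 4 dpi. In the other direction, 61 upregulated and 27 downregulated calls of 1 dpi, and 29 and 4 calls of 4 dpi, belong to clones that neither list names. Since the lists were made from these arrays, the overlap is not independent evidence.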

Bold numbers are regulated genes with fold change > 1.6 at a false discovery rate ≤ 2%. * = similar to, EST = expressed sequence tag. Negative signs denote downregulated fold changes.
Click here for file

Additional File 2 **Downregulated genes 1 and 4 dpi following cerebral cortical contusion. **The table shows clone identity (Clone ID), accession number (Acc no), gene name, and fold change 1 and 4 days post injury (dpi) after a cerebral cortical contusion (CCC). Bold numbers are regulated genes with fold change > 1.6 at a false discovery rate ≤ 2%. * = similar to, EST = expressed sequence tag. Negative signs denote downregulated fold changes.
Click here for file

## Figures and Tables

**Figure 1:**
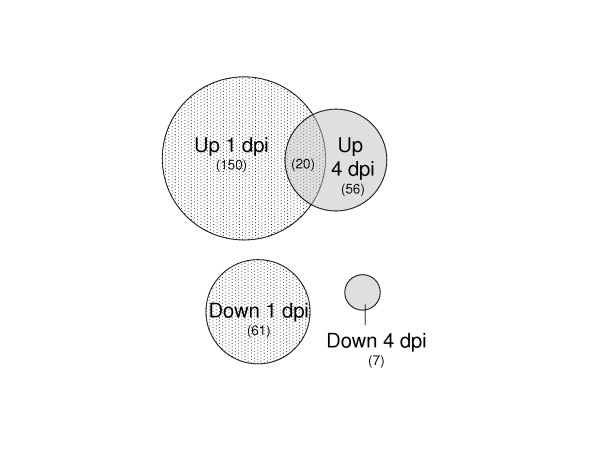
**Venn diagram illustrating regulated genes after cerebral cortical contusion 1 and 4 dpi. **Overlapping area shows genes for which expression was altered at both time points. Number of regulated genes is noted in parenthesis.

**Figure 2:**
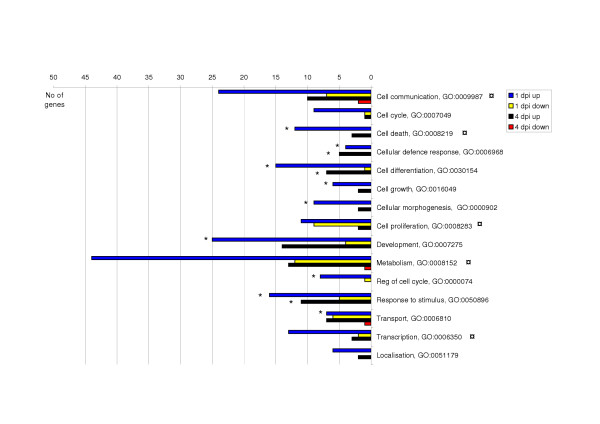
**Functional classification of regulated genes 1 and 4 days after cerebral cortical contusion. **Up- and downregulated genes with fold changes >1.6 at a 2% false discovery rate, annotated and categorised by the gene ontology database eGOn. Note a significant (p < 0.05) overrepresentation of upregulated genes in relation to total number of expressed genes (*) in the functional groups of cell differentiation, defence response and response to stimulus, for both 1 and 4 days post injury (dpi), while 1 dpi also showed significance (p < 0.05) for genes involved in cell death, cell growth, cellular morphogenesis, development, regulation of cell cycle and transport. Additionally, genes with increased expression showed significant difference (p < 0.05) between 1 and 4 dpi in the groups of cell communication, cell death, cell proliferation, metabolism and transcription (¤) analysed by eGOn.

**Figure 3:**
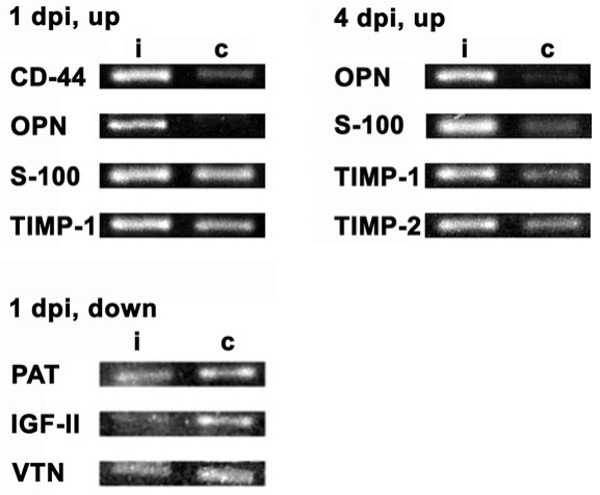
**Confirmation of regulated genes after microarray analysis. **Genes with altered expression analysed by reverse transcriptase-polymerase chain reaction (RT-PCR), comparing ipsilateral (i) to contralateral (c) hemisphere. OPN – osteopontin, TIMP-1/-2 – tissue inhibitor of matrix metalloproteinase, PAT – angiotensinogen, IGF-II – insulin like growth factor – II, and VTN – vitronectin.

**Figure 4:**
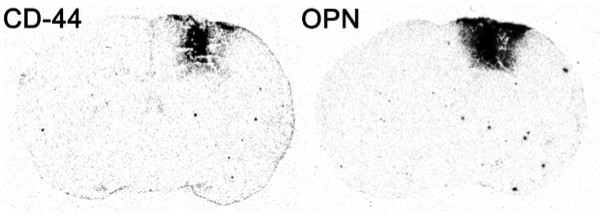
**Localisation of CD-44 and osteopontin mRNA expression. **Autoradiographs following *in situ *hybridisation of rat brain sections after contusion showing CD-44 and OPN – osteopontin mRNA expression. Note intense mRNA signal in contusion area with no visible signal in contralateral hemisphere.

**Figure 5:**
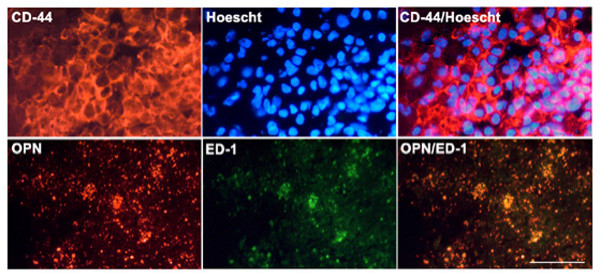
**Fluorescence photomicrographs showing CD-44 and osteopontin immunoreactivity, 4 dpi. **High-power photomicrographs of injured rat brains close to impact show immunofluorescence staining for CD-44 and osteopontin (OPN). Nuclear staining with Hoescht illustrates, in the merged picture, (CD-44/Hoescht) the cytoplasmatic staining for CD-44. Immunofluorescence staining for ED-1, a macrophage marker, demonstrates, in the merged picture, (OPN/ED-1) co-localisation with osteopontin. Scale bar = 50 μm.

**Table 1:** Primers and oligonucleotide probes used for confirmation of results.

Gene	Primer/oligonucleotide probe sequence (nts)	Product (bp)	Acc. no
PAT	F: 5'-GAAGCTAGAGGCTGAGGATC- 3' R: 5'-GTGCAGTCTCCCTCCTTCAC- 3'	233	L00091
S-100	F: 5'-GGACCTGAGAGTGCTCATGG- 3' R: 5'-GCATGCAATGATGAGCCCCG-3'	222	J03627.1
IGF-II	F: 5'-GACTGAGTTGGGGCAAATAC- 3' R: 5'-CAGGTGTTAGGAAGGTGCTC- 3'	211	AA899788
CD-44	F: 5'-CCGACCTTCCCACTTCACAG- 3' R: 5'-TCTCCTCGCAGGACCAGAAG- 3' 5'- ATCACTGGTGGCCAGGGTGCTCCCA ATAAAGAAGGCGTCATCCC-3' (44-mer)	200	AA817820
OPN	F: 5'-CTGCCAGCACACAAGCAGAC- 3' R: 5'-ACTCCTTGGACTGCTCCAGG- 3' 5'-TCCTGATCAGAGGGCACGCTCAGAC GCTGGGCAACTGGGATGACC-3' (45-mer)	323	M14656
TIMP-1	F: 5'-CGAGACCACCTTATACCAGCG-3' R: 5'-CAGGAAGCTGCAGGCAGTGAT-3'	216	L31883
TIMP-2	F: 5'-TGCACCCGCAACAGGCGTTTT-3' R: 5'--TTCCTCCAACGTCCAGCGAGA-3'	224	L31884
VTN	F: 5'-ATCGACGCTGCCTTCACTCG-3' R: 5'-TGGCGCCATCAGAGGATCTG-3'	373	U44845

Nts = nucleotides, bp = base pairs, acc. no = accession number

# Supplementary material for: Genomic responses in rat cerebral cortex after traumatic brain injury
**Source:** BMC Neurosci. 2005 Nov 30;6:69. doi: 10.1186/1471-2202-6-69
**Supplement:** Additional File 1 — Upregulated genes 1 and 4 dpi following cerebral cortical contusion. The table shows clone identity (Clone ID), accession number (Acc no), gene name, and fold change 1 and 4 days post injury (dpi) after a cerebral cortical contusion (CCC). Bold numbers are regulated genes with fold change > 1.6 at a false discovery rate ≤ 2%. * = similar to, EST = expressed sequence tag. Negative signs denote downregulated fold changes.

|              |          |         |            |            |
|--------------|----------|---------|------------|------------|
| RNABH51      | AW919155 | unknown | <b>2</b>   | 1,3        |
| RNABA87      | BF408031 | unknown | <b>1,6</b> | 1,7        |
| RNACD81      | AI029644 | unknown | <b>5,1</b> | 2,2        |
| RNACF16      | AI059317 | unknown | <b>2,5</b> | -          |
| RNABG15      | AA858655 | unknown | <b>1,9</b> | -          |
| RNACD58      | AI029316 | unknown | <b>1,9</b> | 1          |
| RGIAS57      | AA900524 | unknown | <b>2</b>   | 1,1        |
| <u>4 dpi</u> |          |         |            |            |
| RNABM16      | AA858677 | EST     | 1,3        | <b>2,5</b> |
| RNACD54      | AI029264 | EST     | -1,2       | <b>2,3</b> |
| RGIBA88      | AW142982 | unknown | 1,3        | <b>1,7</b> |
| RNABQ79      | AI112925 | unknown | -1,2       | <b>2,2</b> |

# Supplementary material for: Genomic responses in rat cerebral cortex after traumatic brain injury
**Source:** BMC Neurosci. 2005 Nov 30;6:69. doi: 10.1186/1471-2202-6-69
**Supplement:** Additional File 2 — Downregulated genes 1 and 4 dpi following cerebral cortical contusion. The table shows clone identity (Clone ID), accession number (Acc no), gene name, and fold change 1 and 4 days post injury (dpi) after a cerebral cortical contusion (CCC). Bold numbers are regulated genes with fold change > 1.6 at a false discovery rate ≤ 2%. * = similar to, EST = expressed sequence tag. Negative signs denote downregulated fold changes.

|                                    |           |                                                      |      |      |
|------------------------------------|-----------|------------------------------------------------------|------|------|
| <u>4 dpi</u>                       |           |                                                      |      |      |
| RGIAM85                            | NM_012504 | ATPase, Na+K+ transporting                           | -1,2 | -1,9 |
| <b>Immune system</b>               |           |                                                      |      |      |
| <u>1 dpi</u>                       |           |                                                      |      |      |
| RGIAI44                            | AW140467  | C10                                                  | -1,6 | -    |
| RGIBC16                            | BF281806  | RT1 class Ib                                         | -2,1 | -1,1 |
| <b>Growth factors and hormones</b> |           |                                                      |      |      |
| <u>1 dpi</u>                       |           |                                                      |      |      |
| RNABO23                            | AA899788  | insulin-like growth factor II                        | -1,7 | -1,6 |
| RNABQ38                            | AA925112  | EST, stromal cell-derived factor-1 gamma             | -2,6 | -1,5 |
| <b>Miscellaneous</b>               |           |                                                      |      |      |
| <u>1 dpi</u>                       |           |                                                      |      |      |
| RGIAJ86                            | L00091    | angiotensinogen                                      | -2,2 | -1,1 |
| RNABY86                            | AI145745  | cpg2                                                 | -1,7 | -1,7 |
| RGIAK66                            | AW140528  | carbonic anhydrase-related protein 2 precursor       | -1,6 | -1,3 |
| RGIAL68                            | NM_008013 | fibrinogen-like protein 2                            | -2   | -1,3 |
| RNABA70                            | BG380112  | annexin A7                                           | -2,6 | -1,4 |
| RNABY95                            | AI145705  | EST, N-copine                                        | -1,8 | -    |
| RGIBB48                            | AI171601  | EST, synaptonemal complex protein 3                  | -1,7 | 1,1  |
| RNACB85                            | AA964584  | EST, oligodendrocyte-myelin glycoprotein precursor   | -1,7 | -    |
| RNACE16                            | AI030090  | EST, claudin-7                                       | -2,7 | -1,3 |
| RGIBA74                            | AW141064  | *hypothetical protein FLJ10134                       | -1,9 | -    |
| <u>4 dpi</u>                       |           |                                                      |      |      |
| RNABT1                             | AA957534  | brain-enriched guanylate kinase-associated protein 1 | -1,2 | -1,8 |
| RNABZ9                             | AI146115  | smooth muscle-associated cell protein 8              | -1,3 | -1,6 |
| <b>Unknown</b>                     |           |                                                      |      |      |
| <u>1 dpi</u>                       |           |                                                      |      |      |
| RGIAX45                            | AW142869  | unknown                                              | -2,9 | -2,2 |
| RGIBA58                            | AW142964  | unknown                                              | -2,1 | -1   |
| RNABC3                             | AW916600  | unknown                                              | -2,3 | 1,1  |
| RGIBB66                            | AW144567  | unknown                                              | -2   | -1,2 |
| RGIAX65                            | AW142880  | unknown                                              | -1,7 | -1,2 |
| RGIAO71                            | AW142534  | unknown                                              | -1,8 | -1   |
| RGIAM79                            | AW142481  | unknown                                              | -1,7 | -1,3 |
| RGIBB18                            | AW142993  | unknown                                              | -1,8 | -1   |
| RNABG75                            | AW144173  | unknown                                              | -1,7 | -1,3 |
| RGIAZ93                            | AW142944  | unknown                                              | -1,8 | -    |
| RGIAF62                            | AW914464  | unknown                                              | -1,6 | -    |
| <u>4 dpi</u>                       |           |                                                      |      |      |
| RGIBA60                            | AW144560  | unknown                                              | -1,4 | -1,7 |

How the deposited data were processed for this re-analysis (not part of the article)

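RNA from the cortex of 7 rats was measured on 2-colour cDNA arrays, 1 array per animal, with the ipsilateral cortex set against the contralateral cortex of the same animal at 1 dpi (3 arrays) and 4 dpi (4 arrays). Ipsilateral RNA was in Cy5 on 2 arrays and in Cy3 on 1 array of 1 dpi, and in each dye on 2 arrays of 4 dpi. Arrays were assigned to time point, replicate and dye by their labels, and 0 columns of values belonged to no sample.

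The authors scanned the arrays, took the mean spot intensity minus the mean local background, left out spots that were absent or less than 2 times above background, formed the ratio of injured to uninjured cortex with the dyes turned for swapped arrays, normalised each array by Lowess with the SMA package for R and deposited the values as log2 ratios. Base 2 and the direction were checked on the values, since 410 of the 450 fold changes listed in Additional files 1 and 2 under a matched clone ID lay within 0.1, on the log2 scale, of the mean log2 ratio, and 261 of 266 listed calls had its sign. The median of each array lay within 0.01 of 0. Scaling between arrays is not described in the methods. Spot intensities were not analysed here, so the number of features with a value, from 2332 to 5208 of 6240 per array, stands for signal over background, and the number of arrays limits the precision of each mean.

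From the deposited ratios, the mean of each feature was tested against 0 at each time point with limma 3.58.1 (lmFit and eBayes, R 4.3.3) and Benjamini-Hochberg adjustment over the features tested. A feature needed a value on at least 2 of 3 arrays at 1 dpi and 3 of 4 arrays at 4 dpi. It was called regulated at an adjusted p of 0.02 or less and a mean log2 ratio above 0.7 or below -0.7. These are the limits of the methods, which also state that the log2 limit was used on each array. The methods name SAM, which was run as an alternative in its one-class form with missing cells filled from the 10 nearest features. The difference between the time points was tested as 4 dpi minus 1 dpi in 1 limma fit of all 7 arrays, over the features tested at both times, and called at an adjusted p of 0.05 or less. Overlaps of calls were tested with Fisher's exact test. Manual groups of Additional file 1 were compared by the mean over their clones on each array with an exact permutation test of all 35 splits of the arrays, two-sided, with Benjamini-Hochberg adjustment over the 5 groups tested. Figures were drawn with matplotlib 3.10.9 and values prepared with pandas 2.3.3 in Python 3.11.15.

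Gene names were taken from Additional files 1 and 2 by clone ID. Of 253 listed clones, 238 were used. A listed ID was not used where every value under it differed from the listed fold changes by more than 0.2 on the log2 scale, a limit chosen after the values had been seen. Of the listed accessions, 10 were found in the RefSeq table of the GRCr8 assembly, and no name was taken from it. The text names every gene that the paper's results, discussion or conclusion name as changed or as measured by PCR, found through the listed clone IDs, and draws on the 10 features with the largest mean log2 ratio in each direction and at each time point among those called and changed the same way on every array. The tests, thresholds, named genes and alternatives were set before the data were examined, except where the text says otherwise.

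The fits were tested on simulated ratios with 200 features changed by 2 on the log2 scale. At 1 dpi, limma recovered 82.5% and SAM 92% of these among 4952 features, and at 4 dpi 99% and 99.5% among 3191 features. The test of the difference recovered 99% among 3188 features with 16 false calls in 214.

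The alternatives changed 1 choice at a time. For the counts they were SAM, the limit on the log2 ratio (0.7 on every array with and without a test, none, or 1), adjusted p of 0.05 and 0.01, both time points in 1 fit, a dye term, the number of arrays with a value, only features tested at both times, centring, scaling to 1 median absolute deviation (MAD), robust eBayes, the sign of the dye-swapped arrays turned, and each replicate left out. For the difference they were the replicate number as a block, a dye term, a value on all 7 arrays, centring, scaling, adjusted p of 0.02 and 0.1, array weights and each array left out. After the data had been seen, the dye term, centring, scaling and each array left out were also applied to the differences of the named genes, and a fold change beyond 1.6, the other form of the limit in the methods, to the counts. For single genes the mean was replaced by the median, by a mean balanced over the dyes and by values centred on each array's median, and for groups the mean over clones by the median.

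GO categories and the PCR were not analysed here. MMP-9 has no clone in the lists, the listed ID of neuroserpin was not matched, and the values under the IDs of cathepsins B and L differed from their listed fold changes, so none of these was used as a gene.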

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

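For the 159 features that differed, the fits with a dye term, scaled arrays, values on all 7 arrays and an array left out had been chosen in advance, while their use as tests of an explanation was chosen after their results were seen, the scaling for replicate 3 of 4 dpi was set out before its result was seen, and the splits of the arrays, the tests on replicate 1 of 4 dpi and the refits for single genes were chosen after.

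At 4 dpi some values lay far from the other arrays by Dixon's test. TIMP-1 stood at -0.51 on replicate 1 and between 2.26 and 2.65 on the others. The mean of 'Transcription and translation' was 0.30 on replicate 1 against 0.71 to 0.77, and that of 'Proteases and inhibitors' 0.36 against 1.39 to 1.46. Chance gives such a value in about 1 in 20 groups of 4 arrays. Of the 36 named features with 4 values, 3 had an outlying array where 1.8 would have it by chance, and of all 2269 features with 4 values 117 (5.16%) had one. Single outlying features are therefore no more frequent than chance gives. The outlying group means, 2 of the 5 groups tested, lay on the same array.

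Replicate 1 of 4 dpi was low for features upregulated at 1 dpi. Their median log2 ratio was 0.26 on it and 0.72, 0.78 and 0.62 on replicates 2, 3 and 4. It was the lowest of the 4 arrays for 46 of these 62 features (74.2%), where noise of single spots would give about 1 in 4, which argues against such noise. Replicate 4 has the same dye orientation and stood at 0.62, although replicates 1 and 4 were the 2 lowest. With the dye effects of the other 6 arrays taken off each feature, replicate 1 stood at 0.21 and the other arrays of 4 dpi at 0.60 to 0.75, and it was the lowest for 47 of the 62. This argues against the dye as the whole cause, while a part of it stays open. The 51 features raised on the other arrays of 4 dpi but not called at 1 dpi had a median of 0.79 on replicate 1 and of 0.79 to 1.02 on the others. Replicate 1 was the lowest for 22 of the 51 and replicate 2 for 20. This argues against a response weaker by the same share in all features, from less injured tissue or from normalisation, as the whole cause. Replicate 1 was also the lowest array of 4 dpi in each of the 5 manual groups, with 0.49 against 1.07 to 1.42 in 'Immune system', so a weaker response in part stays open. The array correlated less with the mean of 1 dpi across features (r = 0.31) than the other arrays of 4 dpi did (0.45 to 0.67), and its r with the 1 dpi array of the same dye orientation was 0.42, where the arrays of 1 dpi correlated with each other at 0.58 to 0.78, against an array of 1 dpi under a wrong label. Its deviation from the other arrays fell with the mean of 1 dpi across features (r = -0.47, against 0.01 to 0.21 for the other arrays). That the early response had declined further in this animal stays open, since this correlation restates the pattern over all features and is not free of the dyes. A difference in the injury or the dissection was not tested. Without this array TIMP-1 was called at 4 dpi, with a mean of 2.40.

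On replicate 3 of 4 dpi, lactate dehydrogenase A stood at 0.92 against 0.12 to 0.25 on the other arrays, and ezrin at 0.76 against 0.47 to 0.49. Of the 117 outlying values, 64 lay on this array and 22, 16 and 15 on replicates 1, 2 and 4. After all arrays were scaled to 1 MAD the array still held 48, against 15, 23 and 9, so a wider spread of its ratios was not the whole cause. This array had the fewest features with a value, 2332, and limma gave it an array weight of 0.41 against 1.07 to 1.44 for the other arrays of 4 dpi. Noise from fewer and weaker spots stays open, and no biological explanation was tested.

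Between the time points 159 features differed, 111 of them higher at 4 dpi. Of the 35 splits of the arrays into 3 and 4, only the real one (1 of 35) gave as many, and the largest other count was 3. This argues against chance but cannot exclude it. A share of 1 of 35 is the smallest possible, and the splits were chosen after the result was seen. With a dye term 156 features differed and 139 were the same, which argues against the unequal dyes of the time points. After scaling to 1 MAD 146 differed, 135 of them the same, against the spread of the ratios left by the normalisation. Among features with a value on all 7 arrays 112 differed, or 5.11% against 4.99% of all features tested, against the fewer detected spots at 4 dpi. Without replicate 1 of 4 dpi 96 differed, 82 of them the same, so that array alone was not the cause. The number was 37 without replicate 1 of 1 dpi, 59 without replicate 2 of 1 dpi and 70 without replicate 4 of 4 dpi, so its size rests on single arrays. That the time after injury changed these features is a hypothesis, found and tested on the same arrays. A difference in handling between the time points was not tested.

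Among the named genes, the log2 ratio was higher at 4 dpi than at 1 dpi by 2.34 for osteopontin, 0.99 for angiotensinogen, 1.06 for cathepsin D, 1.40 for α2-macroglobulin, 1.00 for C1q β, 0.99 for C1q C, 1.31 for fibronectin, 1.12 for collagen III α1 and 1.20 for collagen I α1. It was also higher by 3.54 for the clone of 3'(2') 5'-bisphosphate nucleotidase (RNABI21), by 1.26 for brain digoxin carrier protein (RNABU18) and by 1.97 for osteoactivin. For ATF-4 the difference was -1.02 and for the Na+K+ transporting ATPase (RGIAM85) -0.71. The adjusted p of these 14 differences in limma lay between 0.000485 and 0.0372, and for each gene every array of 4 dpi with a value lay on the same side of every array of 1 dpi. All 14 kept their direction with a dye term, after centring and after scaling. Leaving out an array could not change the direction, since the arrays of the time points lay fully apart. With a dye term 13 were called, the exception being C1q β. The lowest number, 8, came without replicate 1 of 1 dpi, where C1q β, C1q C, fibronectin, collagen III α1, the digoxin carrier and the ATPase were not called. The number was 10 without replicate 2 of 1 dpi or replicate 4 of 4 dpi. The explanations weighed for the 159 features apply here, and no further test was made for single genes.

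The mean of 'Transcription and translation' was lower at 4 dpi by a difference of -0.33 (exact permutation test, two-sided, p = 0.0286, the smallest possible, and 0.143 adjusted over the 5 groups). Of the 26 listed clones of the group, 23 are listed at 1 dpi and 5 at 4 dpi, chosen on these same arrays. A higher mean at 1 dpi follows in part from that choice, so this p is no evidence of a change with time. With the clones that had a value on all 7 arrays the difference was -0.11 (exact p = 0.371), so it rests in part on which clones had values. The low array of 4 dpi took part in it, and without that array the difference was -0.21.

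The features with the largest mean log2 ratios are not discussed in the paper's text. At 1 dpi the largest was that of RGIAZ71, a clone with no gene name, at 3.79 (log2 ratios of 4.94, 3.71 and 2.71), and the largest decrease that of putative N-acetyltransferase CML3 (RGIAV89), at -2.24. At 4 dpi they were those of RNABI21, at 6.56 over 3 arrays, and of RGIAM85, at -0.95. Each had the same sign on every array with a value at that time. No control arrays of uninjured animals were analysed here, a clone's identity was not tested, and no biological explanation was tested.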

How the results depend on the processing

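The counts of 193 upregulated and 75 downregulated features at 1 dpi, 84 and 12 at 4 dpi, and 35 and 1 at both times changed by no more than 1.5 times under SAM, an adjusted p of 0.05 or 0.01, both time points in 1 fit, values on at least 2 arrays, centring and robust eBayes. With 0.7 required on every array with a value, they were 112 and 26, 35 and 1, and 13 and 0, with limma's adjusted p or with no test at all, which follows from the stricter limit. The 0 here cannot rise with an unadjusted p, since it stands without any test, and SAM was not run with this limit. Without a limit on the mean, 136 features were downregulated at 1 dpi, 151 and 67 were called at 4 dpi, and 60 and 13 at both times. With a mean beyond 1 the counts were 95 and 23, 46 and 0, and 22 and 0. For these counts of 0 in limma, SAM also called 0, and 0 features had an unadjusted p under 0.05 beyond that limit. With a fold change beyond 1.6 as the limit, chosen after seeing the data, the counts were 204 and 87, 90 and 16, and 37 and 2, the last from 1, since the limit is lower. A dye term gave 3 features downregulated at both times and scaling to 1 MAD gave 2, and the cause was not tested. With a value on every array required, 23 were upregulated at both times, from fewer features tested. Over only the features tested at both times, 95 were upregulated at 1 dpi, since 100 of the 193 had too few values at 4 dpi. With the sign of the dye-swapped arrays turned, all 6 counts were 0 in limma and SAM called 0 at either time. At an unadjusted p under 0.05, 25 features at 1 dpi and 3 at 4 dpi then lay beyond 0.7. The deposited ratios already give injured over uninjured cortex on every array, so this setting sets the arrays against each other.

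Leaving out each replicate in turn gave 121 to 196 upregulated and 51 to 103 downregulated features at 1 dpi, 61 to 105 and 4 to 15 at 4 dpi, and 24 to 42 and 0 to 3 at both times. Past 1.5 times, this was 121 upregulated without replicate 2 of 1 dpi, 4 and 7 downregulated at 4 dpi without replicate 3 and replicate 4, and 3 and 0 downregulated at both times without replicate 1 and replicate 3 of 4 dpi. For the last 0 in limma, SAM called 0 and 0 features had an unadjusted p under 0.05 beyond 0.7 at both times. Fewer arrays enter each such fit.

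The number of features that differed between the time points, 159, stayed within 1.5 times with a dye term (156), centring, scaling (146) and a value on all 7 arrays required (112). It was 73 at an adjusted p of 0.02 and 266 at 0.1. Array weights gave 272, of which 157 were among the 159, and the cause was not tested. Without 1 array it lay between 37 and 200, with 37 and 59 without replicates 1 and 2 of 1 dpi, and 96 and 70 without replicates 1 and 4 of 4 dpi. Replicate numbers mark different animals. With the replicate block 29 of 3079 features differed, 28 of them among the 159. Arrays with the same number did not deviate together (r of -0.17, 0.01 and -0.27 across features for numbers 1, 2 and 3). The correlation of the means between the time points lay between 0.468 and 0.612 without 1 array, the lowest without replicate 3 of 1 dpi.

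The clones of the manual groups were listed by the paper from these same arrays, most of them at 1 dpi, so the exact p of the groups are no evidence of a change with time. The group difference of 'Transcription and translation' (-0.33) was no longer past an exact p of 0.05 with the median over clones (-0.35, exact p = 0.0571), after centring (-0.33, exact p = 0.0571) or with clones valued on all 7 arrays (-0.11, exact p = 0.371), and the cause was not tested. That of 'Proteases and inhibitors' reversed to -0.034 with clones valued on all 7 arrays (exact p = 0.971), and the cause was not tested. That of 'Metabolism' became -0.28 with such clones (exact p = 0.0286), and the cause was not tested. Without 1 array the differences lay between -0.37 and -0.21 for 'Transcription and translation', -0.062 and 0.30 for 'Proteases and inhibitors', 0.24 and 0.56 for 'Immune system', 0.43 and 0.66 for 'Cytoskeleton, ECM, matrix modelling' and -0.25 and -0.15 for 'Metabolism'. With the median over clones that of 'Cytoskeleton, ECM, matrix modelling' fell from 0.53 to 0.10 (exact p = 0.257), and with clones valued on all 7 arrays that of 'Immune system' rose from 0.38 to 0.68 (exact p = 0.0571), and the cause was not tested. Of the 257 listed calls 228 (88.7%) were called. The number was 250 without a limit on the mean, 189 with a dye term, 168 without replicate 2 of 1 dpi, 238 with a fold change beyond 1.6 and 130 (50.6%) with a mean beyond 1, and between 207 and 231 under the other settings in which these calls were counted, apart from a value on every array (73.5%).

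For single genes, 859 mean log2 ratios were recomputed. None changed direction past a threshold, 826 kept their side of the limits, 27 lost a call and 6 gained one, 32 of these 33 when a replicate was left out. An average of the linear ratios, chosen after seeing the data, left all 122 values on their side of the limits, with CD-44 at 4 dpi going from 1.26 to 1.69, although collagen III α1 at 1 dpi, not called, went from -0.05 to 0.097. Of the 6 named genes with 2 values at 4 dpi, cathepsin K alone was called when 2 arrays were enough (adjusted p = 0.0111 in limma, 1.25). The differences of the named genes between the time points were recomputed under alternatives chosen after seeing the data. All 14 kept their direction, which leaving out an array could not change, and between 8 and 14 were called. Signal over background limits the features tested at 4 dpi, where replicate 3 had a value for 2332 of 6240 features.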

Differences from the paper's values

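At 4 dpi, 12 features were called downregulated, against the paper's 7. Of the alternatives set before the data were examined, only leaving out replicate 4 of 4 dpi removed the difference, with 7. It remained under all the others, with 13 under SAM and 1 with 0.7 required on every array.

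The number upregulated at both times was 35, against the paper's 20. It came within 1.5 times of the paper's value with a mean log2 ratio beyond 1 (22), an adjusted p of 0.01 (27), a value on every array (23), scaling to 1 MAD (29), robust eBayes (25) and without replicate 2 or replicate 3 of 1 dpi (27 each) or replicate 2, 3 or 4 of 4 dpi (28, 24 and 25). All the other alternatives left the difference, among them SAM (36), an adjusted p of 0.05 (36), both time points in 1 fit (31), a dye term (34), centring (33), and leaving out replicate 1 of 1 dpi (38) or of 4 dpi (42).

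In total 96 features were called at 4 dpi, against 63 in the paper. A mean beyond 1 (46), an adjusted p of 0.01 (86), a value on every array (79), robust eBayes (83) and leaving out replicate 3 (70) or replicate 4 (68) brought it within 1.5 times. The other alternatives did not, among them SAM with 100 and 0.7 required on every array with 36.

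Of 287 fold changes of Additional files 1 and 2 that were compared, 9 differed, that is by more than 1.5 times and by more than the SD of the arrays, or in sign, a condition added after the values had been seen. Those compared were the fold changes at a time point where the clone is listed, and both time points of the named genes, with at least 2 values. For sorcine (RGIAQ63) the paper's fold change at 1 dpi is 1.7 and the value under its ID 1.12, for calpain 2 (RGIAQ03) 1.7 and 1.11, for cystatin beta (RGIAQ81) 1.6 and -1.24, and for cysteine dioxygenase 1 (RGIAQ04) 2.2 and 1.09. At 4 dpi cathepsin B (RGIAQ27) has 1.8 in the paper and -1.02 here, and cathepsin L (RGIAQ73) 1.8 and -1.20. The unknown clone RGIAF68 has 2.3 and 2.2 in the paper at 1 and 4 dpi, and -1.15 and -1.02 here. These clones were not used, and no alternative was computed for them. Retinoic acid receptor α2 (RNABN09) has a fold change of -1.1 at 4 dpi in the paper and 1.10 here, from 2 arrays. The sign matched only without replicate 2 (-1.26), and not with the median, centring, the dye balanced mean or without replicate 1.

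For CD-44 at 4 dpi the paper's fold change is 3.2 and the value here 2.40, a gap within the spread of its 2 arrays. An average of the linear ratios, chosen after seeing the values, gave 3.22. It moved none of the 122 recomputed means of named features across the limits, so it dropped 0 of their calls, but it took collagen III α1 at 1 dpi to 1.07, against the paper's -1.4 and -1.03 here.

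The paper states that no downregulated gene was shared by the time points, where cpg2 (RNABY86) was called at both, with -0.75 and -0.76. The count was 0, as in the paper, with 0.7 required on every array, with a mean beyond 1, without replicate 3 of 4 dpi and with the sign of the dye-swapped arrays turned.

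Of 257 listed calls with a usable clone, 29 were not called here, of which 22 had an adjusted p of 0.02 or less in limma and failed the limit on the mean alone. The methods give that limit as 0.7 and as a fold change of 1.6. With a fold change beyond 1.6, chosen after seeing the values, 19 were not called, 10 of the 29 were called and 0 calls were dropped, while 16 features were downregulated at 4 dpi, 37 were upregulated at both times and 2 were downregulated at both. The number not called was 27 under SAM, 26 at an adjusted p of 0.05, 28 after centring and 7 without a limit on the mean, and 28 without replicate 1 of 4 dpi. It rose to 30 with values on at least 2 arrays, 32 at an adjusted p of 0.01, 37 with robust eBayes, 42 after scaling, 44 with both time points in 1 fit, 68 with a dye term and 127 with a mean beyond 1. Without replicates 1, 2 and 3 of 1 dpi it was 50, 89 and 45, and without replicates 2, 3 and 4 of 4 dpi 34, 45 and 40. TIMP-1 is listed at both times and was not called at 4 dpi (adjusted p = 0.0324 in limma). It was called under SAM, at an adjusted p of 0.05, with both time points in 1 fit, with a dye term and without replicate 1. Cathepsin Y is listed at both times and was not called at 1 dpi, with a mean of 0.68. It was called without a limit on the mean and without replicate 1, and not with a fold change beyond 1.6. The paper calls PT-α upregulated at 1 dpi, where its mean was 0.68. It was called with a fold change beyond 1.6, without a limit, with a dye term and without replicate 1. TIMP-2 and C1q C are listed at 4 dpi alone and were called at both times, with 0.73 and 0.70 at 1 dpi.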

Other observations

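All tests of explanations in this part were chosen after the result was seen.

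The counts at each time point were set against those from turned signs. At 1 dpi, 1 of the 4 sign patterns gave as many calls as the real one, itself, and the others gave at most 0 in limma. At 4 dpi it was 1 of 8, and the others gave at most 1. With so few patterns, chance cannot be excluded by this count at either time.

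Features upregulated at 1 dpi were tested less often at 4 dpi (48.2%) than other features (65.0%). They had a value less often than the others on each array of 4 dpi, in 72.5% against 82.2% on replicate 1, 91.2% against 95.7% on replicate 2, 35.2% against 47.6% on replicate 3 and 48.2% against 66.6% on replicate 4. The fewer spots on replicates 3 and 4 affect all features, and spot intensities were not analysed here, so what made these features drop out more often stays open. Whether they had returned to baseline cannot be told apart from a loss of spots. The 100 that were not tested had a median log2 ratio of 0.78 on replicate 2, against 0.68 for the features that were tested, and 0.13 against 0.17 on replicate 1, over the 83 and 49 of them with a value there. Where they had a value they were thus close to the tested features on both arrays. Only 0 and 4 of them had a value on replicates 3 and 4, which keeps the question open.

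Deviations of the arrays from the mean of their time point went with the dye. Across features, arrays of the same dye orientation at different time points had a mean correlation of 0.21, and those of opposite orientation -0.21. Of the 18 ways to arrange the dyes the real one gave the largest contrast, a share of 0.0556, the smallest possible. Dye effects of single features may contribute. Such effects were small, with 2 features at an adjusted p of 0.05 or less for the dye term in limma and a median absolute coefficient of 0.083 on the log2 scale. The design gives no biological explanation for this pattern, and none was tested.

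Clones of cytochrome P450 were measured at 1 dpi on 2 arrays each. Cytochrome P450 1b1 (RNABX41) had a mean log2 ratio of 1.92 ± 0.82 (SD, n = 2) and 1.96 on the 1 array of 4 dpi with a value. For the subfamily IID2 (RNACD76) the values were 1.07 ± 0.16 (SD, n = 2) and 0.72. For poly A binding protein, cytoplasmic 1, a clone listed at 1 dpi alone (RNACA38) had 0.81 and 0.74 at 1 and 4 dpi, and a clone listed at 4 dpi alone (RGIAS49) 0.73 and 0.76, and both were called at both times.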
